A study of Mus musculus with 4 samples.

How the data were processed

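Single-cell RNA was measured in 4 mammary tumours grown from the HER2-positive mouse mammary tumour line H605, transplanted into the mammary pad of FVB/NJ mice. Per the labels, 2 hosts were wild type (WT) and 2 lacked Il1a (Il1a-/-), so the knockout is in the host and not in the transplanted cells. Each tumour is 1 sample. Per the labels' protocols, day-14 tumours were digested with collagenase IV and hyaluronidase, red cells were lysed, the suspension was filtered and enriched for live cells, and libraries were made with the 10x Genomics single cell 3' v3.1 chemistry. The labels add that 2 pairs of tumours were collected on separate days. No tumour size, cell yield or sequencing batch is given per sample, and the field for the cell type holds an age.

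The deposited values are raw UMI counts (unique molecular identifiers, each standing for 1 captured transcript) per gene and barcode, without normalization or removal of empty droplets. Per the file headers, the counts were made with Cell Ranger 3.1.0. The feature names carry the prefixes of a combined human GRCh38 and mouse mm10 reference with 64591 features, of which 33538 are human and 31053 mouse. Every matrix holds 6794880 barcodes. Mouse features were used throughout, and UMIs assigned to human genes were examined apart. Gene positions are from GENCODE vM21 for GRCm38 (mm10), matched by the gene identifiers of the files, and are 1-based. No cell annotation was among the files used, so cells were called, clustered and named from the counts.

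A barcode was kept with at least 500 UMIs, at least 250 genes and at most 20% mitochondrial UMIs. Barcodes with at most 100 UMIs gave the profile of free RNA in each library. Barcodes below 5000 UMIs were tested against that profile with a Dirichlet-multinomial likelihood, 10000 simulations per total and a false discovery rate of 0.001, and barcodes from 5000 UMIs up were kept without this test. The test removed 18 barcodes of WT replicate 1, 0 of Il1a-/- replicate 1, 41 of WT replicate 2 and 29 of Il1a-/- replicate 2. The mitochondrial limit removed 203, 19, 127 and 25 barcodes in that order. Doublets were scored with Scrublet (scanpy 1.11.5), and the highest-scoring 0.8% per 1000 cells were removed, which took out 128, 83, 127 and 88 barcodes. A binomial interval or a floor of 3 counts covers counting error only.

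Called cells of all samples were clustered together on 2000 variable genes, 30 principal components and 15 nearest neighbours with Leiden clustering at resolution 1 (igraph 0.11.9, leidenalg 0.10.2), and the mononuclear phagocyte-like cells were clustered again by themselves. The marker genes of each class were fixed before the data were examined, as were the gene lists, the tests, the genes to be named and the alternatives; alternatives added later are identified in the closing section. The rule that turns markers into names was set after the clusters were seen. It counts a marker as detected at 50 CPM, in 10% of a cluster's cells and at 20% or more of the level in the cluster highest for it, and asks for at least 3 detected markers, a class score at least 2 times the next one, and no excess of another class among the top 10 leading genes. A cluster whose median UMI count was under 33.3% of that of its samples also needed at least 1 marker of its class among those 10 genes. The tumour epithelial-like cluster of 339 cells was named at 0.34 of its samples' median, close to that limit. Clusters that failed the rule stayed unnamed, and their shares are given. Class names end in "-like" because they rest on these markers alone. The class called T/NK-like holds T cells and natural killer cells together.

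Cells were not treated as replicates. Counts were summed per sample over the cells of a class, and a class was tested when every sample had at least 20 of its cells. The tumour epithelial-like, neutrophil-like, B/plasma-like and mast/basophil-like classes fell short of that, so the planned tests of gene expression in the tumour and neutrophil classes, and those of cell cycle genes and interferon response genes in tumour cells, were not run. Differences between host genotypes were tested with edgeR 4.0.16 in R 4.3.3: low counts were filtered with filterByExpr, libraries were scaled with TMM, and the quasi-likelihood test was used with Benjamini-Hochberg adjustment and a threshold of 0.05. Il1a was to be fitted outside the filter in the classes where it is reported, but it passed the filter there. Standard errors of log2 fold changes were derived from the test's F statistic. CPM values use the TMM-scaled library size. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the 8 lists tested, and with fry as an alternative. Shares of cells were compared with an exact two-sided permutation test over the 6 assignments of the 4 samples; 0.33 is the smallest p this design allows, so no call can be made from it. Shares of single samples carry exact Clopper-Pearson 95% intervals.

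The genes named in each class are up to 5 higher and 5 lower genes with the largest log2 fold changes among those with an adjusted p-value under 0.05, at least 10 CPM in the mean of one group and groups that do not overlap. Ribosomal protein genes, mitochondrial genes and gene models with Gm or Rik symbols, called unnamed models here, were counted but not named. Further genes were fixed in advance: 14 in the mononuclear phagocyte-like class and 3 in the T/NK-like class. With 2 samples per group, 33.3% of unchanged genes have groups that do not overlap by chance.

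The replicate number pairs the samples, since the labels state that pairs were collected on separate days. Deviations from the group means of samples with the same number had a Pearson correlation of 0.34 across 3063 genes with at least 50 CPM in all called cells, 0.342 across 2923 genes in T/NK-like cells and 0.0886 across 2908 genes in phagocyte-like cells; genes are not independent replicates. The fit with the replicate number as a block was an alternative.

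Alternatives changed one choice at a time: the block, DESeq2 1.42.0, RLE size factors, no low-count filter, at least 1000 UMIs per cell, at most 10% mitochondrial UMIs, no test against free RNA, no doublet removal, all barcodes in place of called cells, removal of genes with over 20% estimated free RNA in any sample, Leiden resolutions 0.5 and 2, fry, and each sample left out in turn. The free RNA share of a gene in a class is an upper estimate, taken from control genes of other classes.

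The edgeR test, camera, fry and the test against free RNA were tried on simulated data. With genes changed by known amounts in counts drawn from the real means and library sizes, the edgeR test recovered 59.2% of 196 changed genes in all called cells, 47.9% of 188 in phagocyte-like cells and 79.8% of 198 in T/NK-like cells, with 4, 3 and 10 wrong calls. Among genes changed 4-fold it recovered 89.0%, 86.2% and 95.9%, and among genes changed 2-fold 28.1%, 9.57% and 64.0%, so most 2-fold changes in phagocyte-like cells would be missed. Without any changed gene it made 0 calls in each class. Camera called a raised list in 20 of 20 runs and 0 of 100 unchanged lists. For fry it was the raised list in 13 of 20 runs and 1 of 100 unchanged lists. In these edgeR, camera and fry runs each gene was drawn independently at the fitted dispersion trend, without a difference between collection days. They therefore cannot show how often correlated genes or such differences give wrong calls. The test against free RNA was run on 200 simulated barcodes of each kind per library. Drawn with the overdispersion fitted to each library, 0 simulated free-RNA barcodes were called, but simulated T/NK-like barcodes were called in 150 and 136 cases in the WT libraries and in 0 and 0 in the Il1a-/- libraries, and fibroblast-like barcodes in 196 and 198 cases against 0 and 0. Drawn without overdispersion, 200 and 200 T/NK-like barcodes were called in the WT libraries, and 195 and 5 in Il1a-/- replicates 1 and 2, while all 200 fibroblast-like barcodes were called in every library. In Il1a-/- replicate 2 few simulated T/NK-like barcodes were recovered either way; that of T/NK-like barcodes in Il1a-/- replicate 1 and of fibroblast-like ones in both Il1a-/- libraries depended on the overdispersion assumed. The test removed at most 29 real barcodes from either of them, and the alternative without the test gives its effect.

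Clustering and tests also used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, numba 0.67.0 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9.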

Results

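Droplet-based 3' RNA counts were collected from 4 transplanted HER2-positive mammary tumours, 2 from WT hosts and 2 from Il1a-/- hosts, to ask how interleukin 1α made by the host shapes the tumour's immune cells, and in particular the step from monocyte to macrophage that the series title names. The libraries held 23464120 UMIs in WT replicate 1, 29001333 in WT replicate 2, 6705368 in Il1a-/- replicate 1 and 15298532 in Il1a-/- replicate 2, so both knockout libraries were shallower than both WT libraries. Called cells numbered 3865 and 3852 in the WT samples and 3130 and 3220 in the knockout samples. The median cell held 3105 and 4193.5 UMIs in the WT samples, against 1349 and 2897.5 in the knockout samples. Of all mouse UMIs, 80.4% and 83.7% lay in called cells of the WT libraries and 81.7% and 86.4% in those of the knockout libraries.

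The targeted gene was examined first, since it checks which hosts were knockouts. Il1a (ENSMUSG00000027399) lies on chromosome 2 from 129299610 to 129309972 in GRCm38. All called cells held 65 and 109 Il1a UMIs in the WT samples, and 1 and 0 in the knockout samples. The knockout samples together thus had 1.33% of the WT level per UMI, with an exact counting interval from 0.0334% to 7.49%. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change was -5.89 (SE 0.88, adjusted p = 0.0491). That call was close to the threshold: over the alternatives the adjusted p ranged from 0.00125 to 0.0571, and keeping only cells with at least 1000 UMIs moved it most upward. Leaving out Il1a-/- replicate 1 moved the fold change to -9.20, because the remaining knockout library had no Il1a UMI. Most Il1a UMIs lay in mononuclear phagocyte-like cells, with 62 and 83 in the WT samples and 1 and 0 in the knockout samples. There the knockout level was 1.88% of the WT level (0.0472% to 10.6%), and the log2 fold change of -5.53 (SE 0.84) did not pass in the same edgeR test (adjusted p = 0.0511, and 1.56e-11 to 0.205 over the alternatives). With the replicate number as a block the value was -5.37 and passed (adjusted p = 0.0255). It was -9.01 without Il1a-/- replicate 1 and -3.25 without Il1a-/- replicate 2. Outside this class, neutrophil-like cells of WT replicate 2 held 21 Il1a UMIs, T/NK-like cells held 1 in each WT sample, and tumour epithelial-like cells, which carry an intact gene, held 4 in WT replicate 2. The level of Il1a in tumour cells of the knockout hosts was not detectable at this depth, since only 29 and 2 such cells were called there.

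The make-up of the tumours was compared as the percent of called cells in each class. T/NK-like cells were the largest class, with 58.4% (95% interval 56.8% to 60.0%) and 61.1% (59.6% to 62.7%) in the WT samples and 79.0% (77.6% to 80.5%) and 73.2% (71.7% to 74.8%) in the knockout samples. Their mean was 59.8% ± 1.90 (SD, n = 2) in WT and 76.1% ± 4.11 (SD, n = 2) in knockout hosts, a difference of 16.4 percentage points with an exact permutation p of 0.33, the smallest the design allows. The alternative that moved this difference most was clustering without the marker genes, which gave 11.2. Within the collection days, the knockout sample lay above its WT partner by 20.6 points in pair 1 and by 12.1 in pair 2.

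Tumour epithelial-like cells went the other way. They made up 11.5% (10.5% to 12.6%) and 6.59% (5.83% to 7.42%) of called cells in the WT samples, against 0.927% (0.621% to 1.33%) and 0.0621% (0.00752% to 0.224%) in the knockout samples. The means were 9.07% ± 3.50 and 0.494% ± 0.611 (SD, n = 2 each), a difference of -8.57 points with an exact permutation p of 0.33. The difference was -10.6 points in pair 1 and -6.53 in pair 2, and it was reduced to -3.34 when at most 10% mitochondrial UMIs were allowed per cell. Most of that reduction comes from naming, because a cluster of 324 cells with low UMI counts then stayed unnamed; with it counted by its markers the difference was -7.46. Neutrophil-like cells made up 1.30% ± 0.626 of cells in WT and 0.236% ± 0.0621 in knockout hosts (SD, n = 2 each), a difference of -1.06 points that also had an exact permutation p of 0.33. This difference was -0.618 without WT replicate 2.

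Mononuclear phagocyte-like cells, the class that holds monocytes and macrophages, made up 14.3% ± 5.68 of WT cells and 8.91% ± 5.06 of knockout cells (SD, n = 2 each). The difference of -5.38 points was no larger than the spread between samples of a group (exact permutation p = 0.667). It was -1.36 points without WT replicate 2 and -9.39 without WT replicate 1, and within the collection days it was -4.94 in pair 1 and -5.82 in pair 2. Both samples of pair 2 (18.3% in WT, 12.5% in knockout) lay above both of pair 1 (10.3% and 5.34%). The spread within groups thus includes a difference between collection days, which the exact test does not take out. Of the other classes, fibroblast-like cells numbered 310 and 141 in WT and 283 and 234 in knockout samples, plasmacytoid dendritic-like cells 185 and 95 against 98 and 82, and conventional dendritic-like cells 74 and 95 against 32 and 47. Clusters that stayed unnamed held 3.24% of WT and 1.20% of knockout cells.

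**Figure D1:**
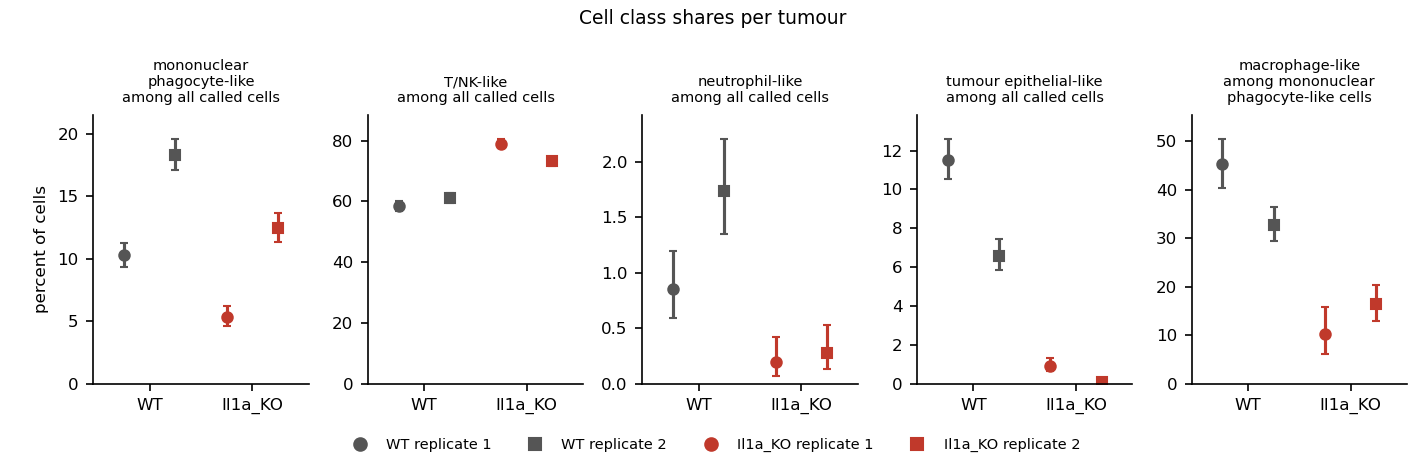
Percent of cells in 5 classes for each tumour (y axes in percent, each from 0), with circles for replicate 1, squares for replicate 2 and bars for exact 95% Clopper-Pearson intervals, which cover counting error only. T/NK-like cells lie between 58.4% and 61.1% in WT and between 73.2% and 79.0% in knockout hosts, and the phagocyte-like shares of the groups overlap.

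Within the phagocyte-like cells, sub-clusters were named from monocyte and macrophage markers, which bears on the differentiation step. Macrophage-like cells made up 45.3% (40.4% to 50.4%) and 32.8% (29.3% to 36.4%) of phagocyte-like cells in the WT samples, and 10.2% (6.04% to 15.8%) and 16.4% (12.9% to 20.4%) in the knockout samples. The means were 39.1% ± 8.89 and 13.3% ± 4.41 (SD, n = 2 each), a difference of -25.8 points with an exact permutation p of 0.33; it was -35.2 in pair 1 and -16.4 in pair 2. Clustering without the marker genes, several of which differed between the groups, gave -21.6. The sub-clusters were still named from those genes, so a fall of the markers within cells could lower the share there too. Leaving out the 3 sub-clusters with over 80% of their cells in 1 library reduced the difference to -12.0, with 30.6% and 33.1% in the WT and 16.2% and 23.5% in the knockout samples. Monocyte-like cells made up 29.0% ± 1.44 and 26.5% ± 5.76, a difference of -2.50 points (exact permutation p = 1). The remaining sub-clusters stayed unnamed and made up 32.0% ± 10.3 of phagocyte-like cells in WT and 60.2% ± 1.35 in knockout hosts. The monocyte-like share depends on the naming, as its difference ran from -4.26 to 37.6 points over 8 other settings and was positive in 7 of them. With every sub-cluster counted by its best-scoring class, it was 38.5% and 33.3% in the WT and 74.9% and 57.7% in the knockout samples, a difference of 30.3 points (exact permutation p = 0.33). That count takes in 3 sub-clusters, of 247, 89 and 66 cells, that the rule left unnamed because genes of another class led them. T cell genes, for example, led the one of 89. The one of 247 counts as macrophage-like, and those of 89 and 66 count as monocyte-like. An unnamed sub-cluster of 133 cells also counts as monocyte-like, and 118 of its cells came from Il1a-/- replicate 2. With every cell in 1 of 2 classes, the rise in that count only mirrors the macrophage-like difference of -30.3 points. Whether the lower macrophage-like share was matched by more monocyte-like cells is therefore open. One macrophage-like sub-cluster of 89 cells held 85 cells of WT replicate 1, and 2 of the unnamed ones each came mostly from a single knockout library.

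Gene expression in phagocyte-like cells was compared to ask how the loss of host Il1a changed their state. The class was pooled, and its macrophage-like share was 39.1% in WT and 13.3% in knockout hosts. Changes of genes and lists in this class thus mix state with make-up, and no gene was tested within single sub-clusters. Of 8967 genes tested, 16 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 higher and 3 lower in knockout hosts, and 1254 had an unadjusted p under 0.05. All 16 had groups that did not overlap, as did 47.6% of all tested genes, against a chance share of 33.3%. The count was unstable. It was 110 with the replicate number as a block, with all 16 among the 110, and it moved most without the low-count filter, to 543. The smallest p-values were those of Eif3j1, given below, and Thbs1 (thrombospondin 1, ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133). Thbs1 stood at 66.9 ± 19.7 CPM in WT and 634 ± 34.3 CPM in knockout hosts (SD, n = 2 each), a log2 fold change of 3.25 (SE 0.27, adjusted p = 0.00596). It lies 11.2 Mb from Il1a on the same chromosome. Rsad2, an interferon-induced gene (ENSMUSG00000020641, chromosome 12 from 26442746 to 26456452), rose from 3.43 to 46.4 CPM, a log2 fold change of 3.52 (SE 0.42, adjusted p = 0.0240), and Eno2 (ENSMUSG00000004267) rose from 3.58 to 32.0 CPM (log2 fold change 3.12, adjusted p = 0.0473), a value that was 4.03 without WT replicate 2. C1qb (ENSMUSG00000036905, chromosome 4 from 136880129 to 136886187), one of the macrophage markers, fell from 1718 ± 352 to 466 ± 8.35 CPM, a log2 fold change of -1.88 (SE 0.24, adjusted p = 0.0360). Fdps (ENSMUSG00000059743), a gene of sterol synthesis, had a log2 fold change of -2.20 (adjusted p = 0.0473). The calls of Rsad2, Eno2, C1qb and Fdps were each lost under at least 1 alternative. Eif3j1 rose (log2 fold change 3.13, adjusted p = 0.00596) while its near copy Eif3j2 fell (log2 fold change -4.50, adjusted p = 0.0240). Pcna-ps2, a processed copy of Pcna, had 1 UMI in WT against 39 in knockout samples, a ratio of 106 with a counting interval from 18.0 to 4295. In phagocyte-like cells its free RNA share has an upper estimate of 100%. As the highest over the samples, that value may come from the WT samples, which held 0 and 1 UMIs. These 3 genes share sequence with close copies, and their levels are uncertain.

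Apart from Il1a, given above, the tested genes fixed in advance changed less. C1qa fell from 2982 ± 641 to 1045 ± 257 CPM (SD, n = 2 each), and its log2 fold change of -1.52 (SE 0.28) had an adjusted p of 0.0617 in the same edgeR test; it passed with the block, at -1.52 and an adjusted p of 0.0225. Ly6c2, a marker of inflammatory monocytes, rose by 1.40 (adjusted p = 0.112) and Cd274, which encodes PD-L1, by 1.65 (adjusted p = 0.125). The block carried the Cd274 call past the threshold (1.76, adjusted p = 0.0477), as it did for Arg1 (1.59, adjusted p = 0.0225), which had a log2 fold change of 1.46 (SE 0.78, adjusted p = 0.438) without it. Arg1 stood at 754 ± 738 CPM in WT and 2073 ± 1793 CPM in knockout hosts (SD, n = 2 each), and the groups overlapped. Il1rn rose by 0.98 (adjusted p = 0.132), Ccl2 by 0.71 (adjusted p = 0.367), and Ccr2 had a log2 fold change of -0.76 (adjusted p = 0.234). H2-Ab1 was lower in both knockout samples than in both WT samples, at 7271 ± 216 CPM in WT and 6326 ± 634 CPM in knockout hosts, but did not pass (-0.20, adjusted p = 0.738). Differences of Mrc1 (-0.14, adjusted p = 0.873), Spp1 (-0.23, adjusted p = 0.903) and Il1b (-0.020, adjusted p = 0.993) were within the spread between samples. Il1r1 and Csf1 were too low for the filter and were not tested.

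**Figure D2:**
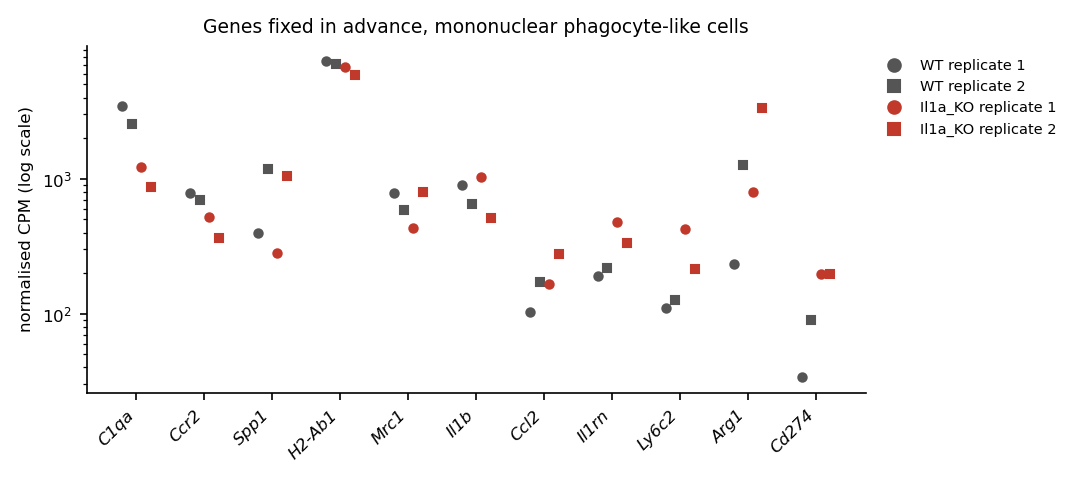
Normalised CPM (log scale) of 11 genes fixed in advance in mononuclear phagocyte-like cells, with circles for replicate 1 and squares for replicate 2 of WT (grey) and Il1a-/- (red) tumours. Both knockout values of C1qa lie below both WT values, and both knockout values of Cd274, Il1rn and Ly6c2 lie above them, but none of these passed the test.

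Lists of genes fixed in advance were tested in phagocyte-like cells with camera, which compares a list with all other genes, and adjusted over 8 lists. The macrophage list had a median log2 fold change of -0.81 (adjusted p = 1.56e-04), with 10 of 11 tested genes lower. The median was -0.37 without Il1a-/- replicate 1 and -1.27 without Il1a-/- replicate 2. Its 12 genes are also the markers that name macrophage-like sub-clusters, and they include C1qa and C1qb. The list, those 2 genes and the macrophage-like share are therefore not separate evidence. The monocyte list had a median of 0.55 and did not pass (adjusted p = 0.105), though it did with the block (0.53, adjusted p = 0.0351; 0.0128 to 0.275 over the alternatives). The suppressive myeloid list had a median of 1.27 (adjusted p = 8.18e-04), with 10 of 14 genes higher; the median was 0.54 without Il1a-/- replicate 2 and 0.81 without WT replicate 1. Interferon response genes had a median of 0.71 (adjusted p = 6.29e-06), with 17 of 18 genes higher, and this median was 0.37 without WT replicate 1, 1.96 without WT replicate 2 and 1.11 without Il1a-/- replicate 2. It was 0.46 (adjusted p = 0.00125), with 13 of 17 genes higher, when the 3 sub-clusters mostly of 1 library were left out. IL-1 and NF-kB response genes had a median of 0.94 (adjusted p = 5.31e-05), with 15 of 18 genes higher. The antigen presentation list had a median of -0.0020 (adjusted p = 0.506), with 7 of 16 genes higher, and its sign changed with several settings. None of the lists called by camera was called by fry, which tests a list by itself, and the cause of this gap was not tested; the fry adjusted p was 0.108 for IL-1 and NF-kB response genes and from 0.275 to 0.323 for the macrophage, suppressive and interferon lists.

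Single genes of these lists rarely passed the edgeR test. Over all genes tested, 1 macrophage gene passed, and 5 did when adjusted over the list alone; the other counts were 0 and 3 monocyte genes (5 at an unadjusted p under 0.05), 0 and 7 suppressive genes (7 unadjusted), 1 and 3 interferon response genes, 1 and 9 IL-1 and NF-kB response genes, and 0 and 0 antigen presentation genes (3 unadjusted). Cxcl2 was the IL-1 and NF-kB response gene that passed, with a log2 fold change of 1.90 (SE 0.25, adjusted p = 0.0360), and was singled out after its value was seen.

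**Figure D3:**
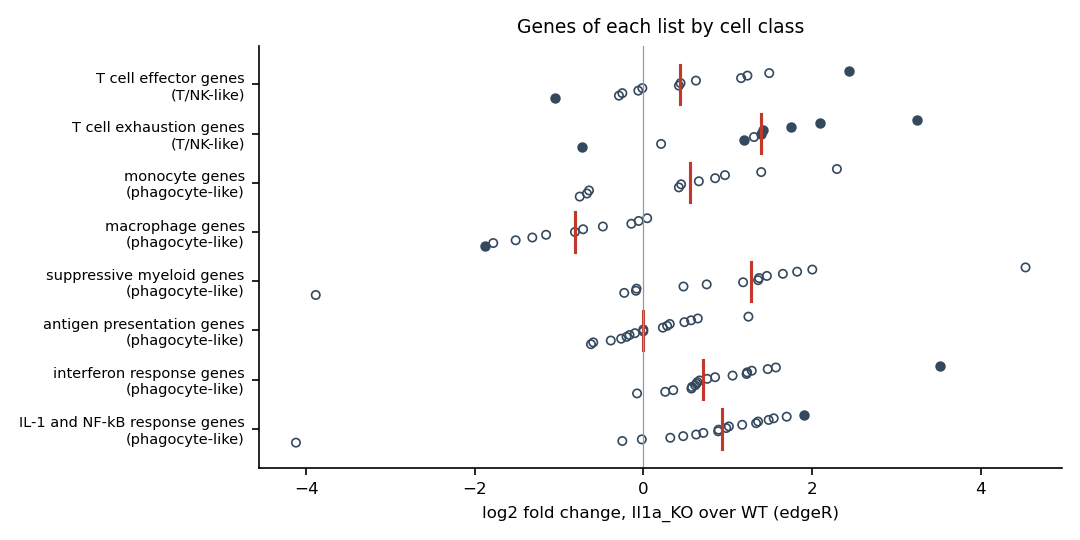
Log2 fold change (Il1a-/- over WT, x axis) of every tested gene of the 8 lists, with filled points for an adjusted p-value under 0.05 over all genes and a red bar for each list's median. Medians run from -0.81 for macrophage genes to 1.40 for T cell exhaustion genes.

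In T/NK-like cells, the comparison asks whether the lymphocytes of the tumours changed as well. Of 11082 genes tested with edgeR, 498 had an adjusted p-value under 0.05, 307 higher and 191 lower in knockout hosts, and 2750 had an unadjusted p under 0.05. All 498 had groups that did not overlap, as did 57.2% of all tested genes. With the replicate number as a block the count was 2324, the largest move among the alternatives, and all 498 were among them. The 498 included 3 ribosomal protein genes, 5 mitochondrial genes and 28 unnamed gene models. Cdk5rap1 (ENSMUSG00000027487, chromosome 2 from 154335380 to 154373010) had the smallest adjusted p, at 3.03 ± 0.285 CPM in WT and 38.8 ± 3.39 CPM in knockout hosts (SD, n = 2 each), a log2 fold change of 3.69 (SE 0.20, adjusted p = 0.00154). Cd8b1 (ENSMUSG00000053044, chromosome 6 from 71322788 to 71337494), a chain of the CD8 receptor and one of the markers of the class, rose from 55.6 ± 23.0 to 407 ± 91.1 CPM, a log2 fold change of 2.86 (SE 0.31, adjusted p = 0.0108). Havcr2 (ENSMUSG00000020399), which encodes the checkpoint receptor TIM-3, rose from 8.06 to 81.5 CPM (log2 fold change 3.24, adjusted p = 0.0297), with 4.87 when WT replicate 2 was left out. Mt3 had a log2 fold change of 2.87 (adjusted p = 0.0244), which was 1.98 without Il1a-/- replicate 2, and the uncertain copy Pcna-ps2 one of 5.66 (adjusted p = 0.00208). Among lower genes, Bex1 (ENSMUSG00000050071) fell from 17.6 ± 4.07 to 0.814 ± 0.383 CPM, a log2 fold change of -4.25 (SE 0.37, adjusted p = 0.00588), and the uncertain copy Eif3j2 had one of -4.79 (adjusted p = 0.00208).

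The other lower genes named by the rule were Lcn2 (log2 fold change -4.83, adjusted p = 0.0419), Csn3 (-4.30, adjusted p = 0.0392) and Mmp16, which had 246 UMIs in WT and 0 in knockout T/NK-like cells and so was at least 51.1-fold lower (adjusted p = 0.0112). The upper estimate of their free RNA share in T/NK-like cells, taken as the highest over the samples, was 100% for each of the 3. Lcn2 and Csn3 had 0 UMIs in Il1a-/- replicate 2, and Mmp16 had 0 in both knockout samples, where the estimate can be 100% by rule. It therefore does not show that RNA from other cells accounts for their WT UMIs, nor does it exclude this. In WT, Mmp16 stood at 17.0 and 9.35 CPM in T/NK-like cells, above its 14.5 and 7.30 CPM in all called cells. For Mmp16 the WT levels, too, do not show that other cells were the source. In these edgeR fits, Csn3 had a log2 fold change of -9.86 without Il1a-/- replicate 1 and -2.70 without Il1a-/- replicate 2, and Lcn2 one of -9.58 and -3.21. Of the genes fixed in advance, Pdcd1, which encodes PD-1, rose from 52.3 ± 11.5 to 178 ± 77.0 CPM (SD, n = 2 each), a log2 fold change of 1.75 (SE 0.30, adjusted p = 0.0289) that was 1.24 without Il1a-/- replicate 1. Gzmb had a log2 fold change of 1.49 and did not pass (adjusted p = 0.0882), though it did with the block, at 1.68 and an adjusted p of 1.43e-06. Ifng had one of -0.29 (adjusted p = 0.714).

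T cell exhaustion genes had a median log2 fold change of 1.40 in camera's test (adjusted p = 4.62e-04), with 8 of 9 tested genes higher. Of these 9 genes, 7 passed over all genes tested and 8 when adjusted over the list alone. T cell effector genes had a median of 0.43 (adjusted p = 0.0454), with 7 of 12 genes higher, 2 passing over all genes tested and 4 adjusted over the list alone. That call was lost with the block, where the median was 0.43 and the adjusted p 0.0537 (0.00678 to 0.477 over the alternatives), and the median was 0.14 without Il1a-/- replicate 1 and 0.28 without WT replicate 1. Neither list passed under fry, with adjusted p-values of 0.275 and 0.477.

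The share of T/NK-like cells with at least 1 UMI of Cd8a or Cd8b1 was counted after those results were seen, with every cell thinned to 1000 UMIs. It was 4.17% (3.37% to 5.10%) and 8.45% (7.35% to 9.67%) in the WT samples and 39.0% (36.6% to 41.3%) and 26.2% (24.4% to 28.1%) in the knockout samples. Thinning left out 77 and 71 shallower cells in WT and 780 and 129 in knockout samples; without it the shares were 6.73% and 12.1% against 36.0% and 36.7%. As background, fibroblast-like cells showed these UMIs in 0 of 270 and 0 of 133 thinned cells in WT, with upper limits of 1.36% and 2.74%, and in 0.395% and 0.443% in knockout samples, at median depths of 6778 and 12220 UMIs in WT and 3151 and 7588 in knockout samples before thinning, against 2826 and 4054, and 1239 and 2691, in T/NK-like cells. The difference in thinned shares was 26.3 points with an exact permutation p of 0.33. 

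Other subsets were counted in the same way. The share with Ncr1 or Klrb1c, genes of natural killer cells, was 31.4% and 28.0% in WT and 15.6% and 13.7% in knockout samples (unthinned 44.7% and 45.4% against 21.4% and 21.7%), a difference of -15.1 points. The share with Trdc, a gene of γδ T cells, was 13.7% and 13.4% in WT and 6.38% and 7.40% in knockout samples (unthinned 27.0% and 28.4% against 8.45% and 11.8%), a difference of -6.67 points. The share with Foxp3, a gene of regulatory T cells, was 5.18% and 4.42% in WT and 1.06% and 2.38% in knockout samples (unthinned 8.99% and 9.69% against 1.66% and 4.45%), a difference of -3.08 points. Each of these had an exact permutation p of 0.33. The share with Cd4 was 7.93% and 6.66% in WT and 4.37% and 7.45% in knockout samples (unthinned 16.2% and 17.9% against 6.14% and 14.9%), a difference of -1.39 points with an exact permutation p of 0.667. In thinned fibroblast-like cells the Ncr1 or Klrb1c share reached at most 0.752%, with an upper limit of 4.12% in WT replicate 2, and the shares of Trdc, Foxp3 and Cd4 were 0% in every sample, with upper limits of at most 2.74%.

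Summed over all called cells, the comparison mixes changes within classes with the changes in make-up given above. Of 14037 genes tested with edgeR, 363 had an adjusted p-value under 0.05, 165 higher and 198 lower, and 4144 had an unadjusted p under 0.05. This count sat on the edge of the threshold, since the smallest adjusted p was 0.0461 and 2198 genes had one under 0.1. It was 1733 with the replicate number as a block, including all 363, and 2 when cells had at least 1000 UMIs. All 363 had groups that did not overlap, as did 62.0% of all tested genes, and 24 were unnamed gene models. The named higher genes were Pcna-ps2 (log2 fold change 5.80), Cdk5rap1 (3.35), the clone-based gene model AC163354.1 (3.17), Ccl5 (2.93, from 781 to 5938 CPM) and Cd8b1 (2.92). The named lower genes had 1 to 3 UMIs in the knockout samples together: the WT level of Krt15 was 394 times higher (counting interval 135 to 1914), that of Gpx2 284 times (50.8 to 11230), of Dcpp1 255 times (45.6 to 10100), of Comp 196 times (35.0 to 7752) and of Mmp16 101 times (27.7 to 833).

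Of the other classes, plasmacytoid dendritic-like cells had 121 changed genes among 5881 tested with edgeR, 98 higher and 23 lower, of which 3 were ribosomal protein genes, 1 mitochondrial and 3 unnamed models. Knl1 had 0 UMIs in WT and was at least 21.4-fold higher in knockout hosts (adjusted p = 0.00102). Gpr132 (log2 fold change 3.96, adjusted p = 4.65e-04), Cdkn1a (3.66, adjusted p = 0.00117), Fam43a (3.26, adjusted p = 2.98e-05) and Dll4 (3.23, adjusted p = 0.00883) were also higher. Dll4 rests mostly on Il1a-/- replicate 2, with 25.3 and 198 CPM in the knockout samples against 12.3 and 14.3 CPM in WT. Cdkn1a had 96.8 and 491 CPM in the knockout samples. Knl1 lies 10.2 Mb and Dll4 9.97 Mb from Il1a on chromosome 2. Cd59a, which had the smallest p-value in this class, lies on that chromosome too, from 104095801 to 104115354. Cd59a was lower (log2 fold change -3.86, adjusted p = 1.12e-05), and the WT level of Hspa1b was 40.4 times (13.7 to 197), of Eif3j2 10.3 times (2.72 to 87.6), of Ncapg2 9.93 times (2.61 to 84.3) and of Fam217b 6.62 times (2.14 to 33.2) that of the knockout samples. Of the 299 WT UMIs of Hspa1b, 272 came from WT replicate 1. The upper estimate of the free RNA share in this class was 100% for Knl1 and for Gpr132, 54.3% for Ncapg2, 51.7% for Hspa1b and 42% for Cdkn1a. As the highest over the samples, it can come from a sample with few or no UMIs. Knl1 had 0 UMIs in both WT samples, and Gpr132 had 1 in WT replicate 2. The estimate thus does not show that the knockout UMIs of Knl1 and Gpr132 came from other cells, nor does it exclude this. The 5 genes stay uncertain. Conventional dendritic-like cells had 2 changed genes of 4869 tested, Eif3j1 (log2 fold change 3.23) and AA467197 (2.55), each with an adjusted p of 0.0174. A split of the 4 samples across both genotype and collection day also gave 2 in this class, so the count does not stand out. At an unadjusted p under 0.05 in edgeR, however, host genotype gave 458 genes, that split 121 and the split by collection day 147. Fibroblast-like cells had 0 changed genes of 9680 tested and 457 at an unadjusted p under 0.05. In that class the split by collection day gave 58 changed genes, so the 0 rests on a fit whose error includes a difference between days. With the replicate number as a block, which was fitted in these 3 classes after the results were seen, the counts were 338 in plasmacytoid dendritic-like, 101 in conventional dendritic-like and 1 in fibroblast-like cells. Whether an effect differs between classes was not tested. The tumour epithelial-like and neutrophil-like classes were too small in the knockout samples for a test.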

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

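All tests in this part were chosen after the result was seen. The deposited matrices were made against a combined human and mouse reference, although hosts and transplanted cells are mouse, and the comparisons above use the mouse features only. UMIs assigned to human genes made up 0.00589% and 0.00522% of all UMIs in the WT libraries and 0.00759% and 0.00678% in the Il1a-/- libraries, so both knockout values lay above both WT values. The Il1a-/- mean was 0.00719%, against a WT mean of 0.00555%. What drew attention is a signal outside the measurement that differs between the groups, though small in each library: 4441 UMIs over the 4 libraries together.

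Human cells or human RNA were weighed first. Had the UMIs come from human cells with the mitochondrial share of the mouse UMIs, about 227 of the 4441 would fall on human mitochondrial genes. Only 2 did, which argues against human material. Reads of mouse transcripts in sequence that both species share were weighed next. The 10 human genes with most UMIs held 45.8% of all human UMIs, and 9 of the 10 have a mouse gene of the same symbol. Those mouse genes held 0.26% of the mouse UMIs. The concentration on so few genes is consistent with mouse reads assigned to conserved sequence. Why the share was higher in both knockout libraries stays open, since no test addressed it. The host genotype is not excluded, nor is the lower depth of the knockout libraries, and the groups hold 2 samples each.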

How the results depend on the processing

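The alternatives with samples thinned to equal median UMIs per cell, with clustering without the marker genes, with naming without the low UMI count criterion and with the sub-clusters mostly of 1 library left out or all counted by their best-scoring class were chosen after the results were seen, as was removal of genes with over 20% free RNA for Il1a and the replicate block in the 3 smaller classes; the others were planned.

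Counts of changed genes depended most on the processing. In all called cells the count of 363 became 1733 with the replicate number as a block, 1825 with DESeq2, 2058 without the low-count filter, 581 with samples thinned to equal median UMIs per cell, and 2 both with at least 1000 UMIs per cell and with all barcodes. The counts of 2 reflect the adjustment more than the genes, as 3998 and 4257 genes had an unadjusted p under 0.05 there, against 4144 with the settings of the report. In T/NK-like cells the count of 498 became 2324 with the block and 1740 without the low-count filter, and stayed between 494 and 634 under the other alternatives. In phagocyte-like cells the count of 16 became 110 with the block, 105 with DESeq2, 543 without the low-count filter, 72 without genes of over 20% free RNA and 32 with thinned samples. It fell to 10 with RLE size factors, 6 with at least 1000 UMIs per cell, 10 with at most 10% mitochondrial UMIs, 6 with the sub-clusters mostly of 1 library left out, 9 at Leiden resolution 0.5 and 8 at resolution 2. In the smaller classes the block raised the count from 121 to 338 in plasmacytoid dendritic-like, from 2 to 101 in conventional dendritic-like and from 0 to 1 in fibroblast-like cells, where 457 and 868 genes had an unadjusted p under 0.05 without and with it. The block lets differences between collection days out of the error. For the other alternatives the cause was not tested.

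Il1a kept its direction under every alternative. In all called cells it missed the threshold with at least 1000 UMIs per cell (-5.76, adjusted p = 0.0571) and with all barcodes (-6.37, adjusted p = 0.0522), out of a range of adjusted p-values from 0.00125 to 0.0571 over its edgeR and DESeq2 alternatives. In phagocyte-like cells it passed with the block (-5.37, adjusted p = 0.0255), without the low-count filter (-5.54, adjusted p = 1.56e-11) and without genes of over 20% free RNA (-5.52, adjusted p = 0.0299), the range being 1.56e-11 to 0.205. DESeq2 gave no adjusted p for it in that class. Leaving out each sample gave -9.20 to -4.36 in all called cells and -9.01 to -3.25 in phagocyte-like cells; the lowest values came without Il1a-/- replicate 1, where the remaining knockout library holds no Il1a UMI, and the highest without Il1a-/- replicate 2.

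Among the lists, every call made by camera was lost under fry, whose median values are the same: 0.43 for T cell effector, 1.40 for exhaustion, -0.81 for macrophage, 1.27 for suppressive, 0.71 for interferon response and 0.94 for IL-1 and NF-kB response genes, with fry adjusted p-values of 0.477, 0.275, 0.275, 0.275, 0.323 and 0.108. These are the highest over the alternatives of each list, and the lowest are 0.00678, 1.03e-09, 1.09e-12, 1.22e-06, 3.49e-08 and 1.18e-12. In simulated data, where genes were drawn independently, fry called a raised list in 13 of 20 runs and camera in 20. T cell effector genes also missed the threshold with the block (0.43, adjusted p = 0.0537) and with thinned samples (0.45, adjusted p = 0.0955). IL-1 and NF-kB response genes missed it with the sub-clusters mostly of 1 library left out (0.52, adjusted p = 0.0504), where the interferon response median was 0.46. Monocyte genes passed with the block (0.53, adjusted p = 0.0351) and with DESeq2 (0.55, adjusted p = 0.0128), the latter the lowest of a range up to 0.275. The median of antigen presentation genes changed sign, from -0.0020 to 0.0050 with the block and 0.0054 with DESeq2. It was 0.0056 with RLE size factors, 0.0070 without genes of over 20% free RNA and 0.0074 at Leiden resolution 2. All of these were near 0, with adjusted p-values from 0.463 to 0.793. Over all alternatives of this list the adjusted p ran from 0.34, without the low-count filter, to 0.793. Across the fits that each left out 1 sample, medians ran from 0.14 to 0.63 for T cell effector, 1.11 to 1.66 for exhaustion, 0.33 to 0.65 for monocyte, -1.27 to -0.37 for macrophage, 0.54 to 1.46 for suppressive, -0.13 to 0.31 for antigen presentation, 0.37 to 1.96 for interferon response and 0.66 to 1.08 for IL-1 and NF-kB response genes. The called medians nearest 0 came without Il1a-/- replicate 1 for T cell effector (0.14) and macrophage genes (-0.37), without Il1a-/- replicate 2 for suppressive genes (0.54) and without WT replicate 1 for interferon response genes (0.37); the interferon median was 1.96 without WT replicate 2. The cause of these shifts was not tested.

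All 5 differences in shares kept their sign under every alternative. That of T/NK-like cells moved from 16.4 to 11.7 at Leiden resolution 2, to 11.2 with at least 1000 UMIs per cell and to 11.2 when clustered without the marker genes. In the last of these the clusters were still named from the marker genes. That of tumour epithelial-like cells moved from -8.57 to -5.02 at Leiden resolution 2, to -3.34 with at most 10% mitochondrial UMIs and to -4.46 when clustered without the marker genes, and that of neutrophil-like cells from -1.06 to -0.445 with thinned samples. That of macrophage-like cells moved from -25.8 to -12.0 with the sub-clusters mostly of 1 library left out, since 85 of the 89 cells of one of them are macrophage-like cells of WT replicate 1 and the other 2 are unnamed and mostly of the knockout libraries. It was -30.3 with all sub-clusters counted by their best-scoring class, which includes 3 that the rule left unnamed for leading genes of another class. Naming accounts for most of the moves in tumour epithelial-like cells. In each of these 3 settings a cluster of 289, 324 or 335 cells that scored best for this class stayed unnamed for its low UMI count. Without that criterion the differences were -8.56 at Leiden resolution 2, -7.46 with at most 10% mitochondrial UMIs and -8.57 when clustered without the marker genes, and -8.57 with the settings of the report. The difference in phagocyte-like cells moved from -5.38 to -2.85 at Leiden resolution 2. A cluster of 364 cells that scored best for that class stayed unnamed there for its low UMI count. A cluster of 887 cells that scored best as T/NK-like also stayed unnamed there, because of leading genes of another class. For the classes other than tumour epithelial-like the cause of the moves was not tested. Leaving out each sample gave 13.5 to 19.3 points for T/NK-like, -11.0 to -6.10 for tumour epithelial-like, -1.50 to -0.618 for neutrophil-like (-0.618 without WT replicate 2), -9.39 to -1.36 for phagocyte-like and -32.0 to -19.5 for macrophage-like cells.

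For genes named one by one, 42 of the values under other alternatives lost their call and 15 gained one, 448 were the same, and 1 changed sign: H2-Ab1 in phagocyte-like cells, which had no call, at 0.026 with the sub-clusters mostly of 1 library left out. Of the values with 1 sample left out, 47 moved by more than the spread between samples and 120 did not. The block also carried 4 of these genes past the threshold, C1qa, Cd274 and Arg1 in phagocyte-like and Gzmb in T/NK-like cells, of which Cd274 had a log2 fold change of 1.76 with it. Beyond these genes, Il1a in phagocyte-like cells and the monocyte and T cell effector lists, it changed no other call of a named gene or list. In the knockout samples the tumour epithelial-like and neutrophil-like classes had too few cells for the planned tests of genes and of cell cycle and interferon response genes, so those and their alternatives were not run.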

Other observations

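Some planned results are repeated in this part. They are the exact permutation test of the tumour epithelial-like share and the edgeR results by host genotype in each class. The camera and fry results of the lists with the settings of the report were planned too. All other tests in this part were chosen after the results were seen.

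Mitochondrial transcripts changed in opposite directions. In T/NK-like cells, mt-Atp6 had a log2 fold change of -0.92 (edgeR adjusted p = 0.0488), while mt-Atp8, which overlaps it on the mitochondrial genome, had one of 1.62 (adjusted p = 0.0158). A lower mitochondrial content would bring both genes down, so the rise of 1.62 argues against it as the whole cause. The content was lower, though. The median mitochondrial share of called cells was 2.29% and 2.45% in the knockout samples, against 3.26% and 3.32% in WT. Of other mitochondrial genes, mt-Nd1, mt-Nd2 and mt-Co3 were lower in at least 3 classes, and mt-Nd4l was higher in 3 (edgeR unadjusted p under 0.01). A lower content may thus account for part of the pattern. The ratio of mt-Atp8 to mt-Atp6 UMIs was compared over 28 combinations of class and library with at least 100 mt-Atp6 UMIs. The lowest ratio in a knockout library was 0.0777 and the highest in a WT library 0.0402, so the shift appeared in all 7 classes measured in both groups, which is consistent with a cause shared by all cells of a library, such as a difference in library preparation or in how reads of the overlap were assigned. An effect of the host genotype on host cells alone cannot be told apart from this. Il1a-/- replicate 1 showed the raised ratio in its 29 tumour epithelial-like cells too (0.153, from 199 and 1301 UMIs), but Il1a-/- replicate 2 had 0 mt-Atp6 UMIs in its 2 such cells, so only 1 library speaks to it. A mitochondrial variant of the hosts against the reference was not tested, and needs the reads.

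Eif3j1 rose and its near copy Eif3j2 fell in host classes of the knockout samples. In T/NK-like cells the UMIs of Eif3j1 and Eif3j2 were 161 and 374 in WT replicate 1, 292 and 516 in WT replicate 2, 599 and 2 in Il1a-/- replicate 1, and 1266 and 18 in Il1a-/- replicate 2. Reads moved between the copies at a constant sum are argued against, as the summed CPM of the knockout samples was 2.29 times that of the WT samples. A cause shared by all cells of a library is argued against too, since fibroblast-like and T/NK-like cells of the same library split their UMIs differently (the larger Fisher's exact p of the 2 knockout libraries was 8.94e-12). In tumour epithelial-like cells of Il1a-/- replicate 1 the split was 6 and 11 UMIs, 35.3% Eif3j1 with an exact interval from 14.2% to 61.7%, against 99.7% in T/NK-like cells of that library and 29.7% and 31.6% in tumour epithelial-like cells of the WT libraries. A sequence difference between the genomes of the knockout hosts and of the transplanted cells would act on all host classes. In fibroblast-like cells the UMIs of Eif3j1 and Eif3j2 were 99 and 16 in Il1a-/- replicate 1 and 142 and 36 in replicate 2. Their Eif3j1 share of 86.1% in replicate 1 lay between those of T/NK-like and tumour epithelial-like cells. The same Fisher tests would speak against a sequence difference as the whole cause only if all fibroblast-like cells and their RNA are of the host. That was not tested, so they do not decide it. The cause stays open. The labels give the same strain for all samples, no reads were examined, and the 17 UMIs come from 1 library.

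Several genes changed alike across classes. Of 8165 genes tested in at least 3 of the 5 named classes with a test, 90 had an unadjusted p under 0.01 in the same direction in at least 3 of them. Of the 3 ways to split the 4 samples into 2 groups of 2, only 1, the split by host genotype, gave as many; the split by collection day gave 0 and the crossed one 1. With 3 splits this cannot be called. In single classes, the split by collection day gave 0 changed genes in all called cells, T/NK-like and phagocyte-like cells (345, 200 and 206 at an unadjusted p under 0.05), and 58 in fibroblast-like cells, where the split by host genotype gave 0 (457 at an unadjusted p under 0.05). The crossed split gave 2 in conventional dendritic-like cells, as many as host genotype (121 against 458 at an unadjusted p under 0.05). Free RNA from other cells as the whole cause is argued against, as only 11 of the 90 genes had a median estimated free RNA share over 20%. A segment of another strain carried along with the knockout allele was tested by position. Within 20 Mb of Il1a lay 4 of the 90 genes, AA467197 at 6.67 Mb, Eif3j1 at 7.26 Mb, Slc30a4 at 6.61 Mb and Cst3 at 19.6 Mb, against 146 of the 8165, an odds ratio of 2.60 (Fisher's exact p = 0.0773). Of the genes named in single classes, Thbs1 at 11.2 Mb, Knl1 at 10.2 Mb, Dll4 at 9.97 Mb and the unchanged Il1b at 0.0631 Mb lie within that distance as well. Cdk5rap1 (154335380 to 154373010), among the 90, and Cd59a (104095801 to 104115354) lie on chromosome 2 outside that distance. They had the smallest edgeR p-values in T/NK-like and plasmacytoid dendritic-like cells. A segment reaching beyond 20 Mb was not tested, so it stays open for both. Such a segment cannot be told apart from an effect of Il1a loss for the 4 genes or for Thbs1, Knl1 and Dll4, because too few genes lie there. For most of the 90, which lie on other chromosomes, it may not be the cause, while an unlinked difference in background stays open.

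Tumour epithelial-like cells were nearly absent from the knockout samples. Lower depth per cell is argued against as the cause, because the difference was still -7.17 points with samples thinned to equal median UMIs per cell, against -8.57. This thinning left the summed UMIs of the samples unequal. Loss of these cells at cell calling alone is argued against, because the markers were also lower over all barcodes, with a median log2 ratio of -3.87 over 13 measurable markers of 15; Krt19 went the other way (0.74). Tumour size, dissection or dissociation yield cannot be told apart from an effect of the host genotype on the tumour cells, since the labels give none of them per sample and the exact permutation p of 0.33 is the smallest this design allows. As shares add up to a whole, a loss of tumour cells also raises the share of every other class, but the other classes did not rise alike: the T/NK-like share rose by 16.4 points while the phagocyte-like difference was -5.38.

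More T/NK-like cells of the knockout samples carried Cd8a or Cd8b1 UMIs. The depth of the cells is argued against, since the difference was 26.3 points with every cell thinned to 1000 UMIs, and so is free RNA, since the highest upper limit of that share in fibroblast-like cells of the knockout samples was 2.44%. More CD8 T cells among the lymphocytes of the knockout hosts is a candidate explanation that stays a hypothesis, because it was found and tested on the same 4 samples. The shift in make-up of this class bears on its gene expression. Of the 498 genes changed in T/NK-like cells, 449 were tested within at least 1 of 8 clusters, and 325 were also changed there in the same direction, which argues against a shift of cells between clusters as the whole cause. It may still account for part of it, which no test separated.

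The rise of suppressive myeloid genes in phagocyte-like cells of knockout hosts was examined for its dependence on single libraries, because 3 sub-clusters had over 80% of their cells in 1 library. Without them the median log2 fold change was 0.69, against 1.27, and still passed camera's threshold (adjusted p = 0.0081). That argues against these sub-clusters as the whole cause, although they may account for part of the rise. The interferon response list depends on single libraries as well, with a median of 0.46 without them, against 0.71; 1 of the 3, with Cxcl10 and Rsad2 among its leading genes, had 59 of its 66 cells in Il1a-/- replicate 1. No list was called by fry, so these shifts remain hypotheses.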
